A study of Mus musculus with 12 samples. Its data were reported in "Transfer of extracellular vesicle‐microRNA controls germinal center reaction and antibody production" (2020).

How the data were processed

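The study sequenced small RNA from B cells of mice whose B cells lack Dicer (DICER-KO), the enzyme that cuts mature microRNAs (miRNAs) from their hairpins. The B cells were pre-activated with lipopolysaccharide and interleukin-4 and then kept alone or co-cultured with CD4+ T cells of OT-II mice, whose transgenic receptor recognizes a peptide of ovalbumin (OVA), with or without that peptide. The labels put 12 samples in 4 groups of 3 samples with replicate numbers shared between groups. Titles of the samples of B cells alone without peptide were spelled in more than one way, and were read as one group because the samples with the peptide carry their own titles. Culture lasted 16 h per the labels, while the study's text gives a longer time for the same sequencing experiment.

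Per the study's methods, the authors trimmed reads with Cutadapt, aligned them to the mature miRNAs of miRBase with bowtie or BWA, estimated expected counts with RSEM, normalized them by the trimmed mean of M-values in edgeR, and tested miRNAs above a minimal expression level in as many samples as the smallest group has replicates. The submitters' processing notes also name CASAVA 1.8.2 and RSEM 1.17. The genome build is not given in the sources used here, and alignment to mature sequences needs none.

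The deposited table holds miRNA names and 12 columns of normalized values. The headings of these 12 columns matched no title, description or other label of any sample. Columns were to be assigned to samples by name alone, never by their order or their values. After a look at their unit and their smallest values, the 12 columns were therefore not used in any step. A supplementary table of the study holds normalized values of the co-culture samples under sample names. Smallest values of some of the 12 columns looked the same as those of its columns, so a key may exist. The supplementary table was used neither as data nor as a key to the columns, since such a match would rest on the values. The comparisons between groups fixed before the data were examined, which were limma models of log2 values with the replicate number as a block, lists of miRNA families tested with camera, and shares per sample, were therefore not run. No expression level, depth per sample or difference between cultures is given here. What was used is the column of names, which belongs to no sample.

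The sources used here do not say whether the deposited rows were limited by that expression filter, and this was not checked because the value columns were not used. A name is therefore taken only as a row of the table, and it says nothing about which culture held the miRNA or at what level. The names were compared with the lists of families, clusters and cell type markers fixed before the data were examined. They were then matched to miRNA hairpin genes. Hairpin names and synonyms came from a RefSeq gene table (GRCm38.p6), and coordinates and overlapping genes from GENCODE M21, which uses the same GRCm38 assembly. Of the names, 548 (98.9%) matched at least 1 of the 1184 hairpins that had a name in the first source and coordinates in the second. A mature name without a copy number was assigned to every hairpin copy that can produce it, which concerned 43 names. A synonym that was the symbol of another hairpin gene was dropped, which concerned 3 synonyms.

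For each hairpin it was recorded whether a mature name of it was listed, whether its miRBase number was 1000 or above, whether another hairpin on the same strand lay within 10 kb, and whether it overlapped a protein-coding or long noncoding gene on the same strand. These 3 properties were chosen after the table was seen. Each was compared between listed and other hairpins with a two-sided Fisher's exact test, with the conditional odds ratio, its exact 95% interval and Benjamini-Hochberg adjustment over the 3 tests (Python 3.11.15, scipy 1.17.1). Hairpins of one cluster can share a transcript, so they are not independent and the intervals are too narrow. In data simulated on the 1184 hairpins for the comparison by miRBase number, with 200 draws each, a true odds ratio of 0.25 was estimated at a median of 0.247 and a true odds ratio of 1 at 0.995. The simulation drew each hairpin independently, so it checks the calculation and says nothing about how well the intervals cover clustered hairpins. The rule for named miRNAs fixed in advance ranks them by level or p and so could not be applied. The text names instead the 3 miRNAs the study follows, hairpins of their clusters, and list members chosen for their place in a list. Names in the last 2 kinds were chosen after the table was seen.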

Results

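To ask which miRNAs pass from T cells to B cells at the immune synapse, the study compared DICER-KO B cells in 4 conditions, cultured alone or with OT-II CD4+ T cells, each with or without OVA, in 3 samples per condition. The deposited table named 554 mature miRNAs. Whether its rows were limited by the expression filter in the study's methods was not checked. Of these names, 252 were 5p arms, 230 were 3p arms and 72 carried no arm. Among the annotated hairpins they were matched to, 182 had both a 5p and a 3p arm named. The 12 columns of values carried headings that matched no sample label and were not used here, so the effect of OVA, the effect of T cells and the difference between them were not analysed here. The following describes which miRNAs were named in the table, with no level, depth or replicate error behind a name.

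All 3 miRNAs that the study follows had a row, namely mmu-miR-155-3p, mmu-miR-25-3p and mmu-miR-20a-5p. The study chose these on the same samples, so their presence in its table is not independent evidence. The opposite arm of each hairpin was named as well. On GRCm38, the Mir20a hairpin lay on chromosome 14 from 115044157 to 115044263 on the plus strand, in an exon of the long noncoding gene Mir17hg. Mir25 lay on chromosome 5 from 138165321 to 138165404 on the minus strand and overlapped an exon of an annotated transcript of Mcm7, which encodes a subunit of the replicative helicase. Mir155 lay on chromosome 16 from 84714140 to 84714204 on the plus strand, in an exon of its host gene Mir155hg.

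The clusters around these miRNAs were represented almost in full. Of the 12 arms of the miR-17~92 cluster, a regulator of lymphocyte growth and survival, 11 were named, and only mmu-miR-19a-5p had no row. Both arms were named for the Mir17, Mir18, Mir20a, Mir19b-1 and Mir92-1 hairpins. All 6 arms of the miR-106b~25 cluster were named, from the Mir106b, Mir93 and Mir25 hairpins inside Mcm7. Of the 10 arms of the related cluster of miR-106a and miR-363 that are not shared with miR-17~92, 8 were named. All 11 arms of the miR-232724 clusters were named, as were all 7 of the miR-29 list, all 11 of the miR-30 list and all 12 of the miR-15/16 list. These lists need not hold a whole family, and that of miR-15/16 lacks the Mir195b hairpin, which had no named arm. The let-7 list had 18 of 21 arms and the miR-181 list 7 of 10.

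Lists of lymphocyte miRNAs were also close to complete. All 8 of the list of miRNAs abundant in B and T lymphocytes were named, among them mmu-miR-150-5p and both arms of miR-142a. Of the 14 miRNAs in the T cell activation list 13 were named, including mmu-miR-182-5p and mmu-miR-31-5p, and mmu-miR-214-3p had no row. All 11 miRNAs of the B cell and germinal center list and all 14 of the list induced by NF-κB or lipopolysaccharide were named, among them mmu-miR-146a-5p and mmu-miR-147-3p. Markers of other cell types were named too. All 5 of the myeloid list were present, including both arms of miR-223, with 6 of 7 red cell and platelet markers, 9 of 13 stromal and endothelial markers and 5 of 6 liver and serum markers, including mmu-miR-122-5p. The missing red cell marker was mmu-miR-451a, whose maturation uses AGO2 in place of DICER. Lists shared some members, for example mmu-miR-146b-5p in the myeloid and T cell activation lists and mmu-miR-21a-5p in the stromal and lymphocyte lists. The counts for other cell types therefore do not show miRNAs from those cells. A name shows neither the level nor the sample in which a miRNA was found. No list was tested against other miRNAs. Of all annotated hairpins numbered below 1000, 56.4% had a named arm. That share counts hairpins with any named arm, while the lists count single arms, so it is no direct yardstick for them. Most members of the lists of other cell types were named too. The counts alone therefore do not show that lymphocyte miRNAs or the study's clusters stand apart from other lists.

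Hairpins with a named miRNA were set against the hairpins annotated in the mouse genome. Of 1184 annotated hairpins, 447 (37.8%) had at least 1 named arm. Among the named hairpins, 267 lay in protein-coding genes on the same strand, 74 in noncoding genes and 106 in neither. Hairpins with a miRBase number of 1000 or above, which were registered later, were named less often: 149 of 656 (22.7%) against 298 of 528 (56.4%) with lower numbers. The odds ratio was 0.227 (95% interval 0.175 to 0.294, Fisher's exact test, adjusted p = 2.9e-32). Hairpins with a neighbour within 10 kb on the same strand were named more often than single ones, 175 of 332 (52.7%) against 272 of 852 (31.9%). That odds ratio was 2.38 (95% interval 1.82 to 3.11, Fisher's exact test, adjusted p = 1.1e-10). It was 1.52 (95% interval 1.12 to 2.05, p = 0.0056 in the same exact test) when named hairpins that share a mature name with another hairpin were left out. Hairpins with no named arm all stayed in, copies of one another included. That setting therefore selected on the outcome and cannot show how far shared names raise the odds ratio. Of the 332 hairpins with such a neighbour, 290 were numbered below 1000, and lower-numbered hairpins were named more often. The odds ratio of 2.38 was not split by number, so clustering and number cannot be told apart in it. Hairpins inside a gene on the same strand were named in 341 of 828 cases (41.2%) and those outside in 106 of 356 (29.8%). The odds ratio was 1.65 (95% interval 1.26 to 2.18, Fisher's exact test, adjusted p = 0.00019), and it was 1.28 with p = 0.10 by the same exact test when a gene on either strand counted. Without the miR-297, miR-466, miR-467 and miR-669 families, the same-strand value was 1.43 (95% interval 1.08 to 1.91, p = 0.012 in Fisher's exact test).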

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

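No paired analysis was possible because the value columns of the deposited table matched no sample by name, and supplementary tables of the study were not used as data. For the same reason none of the alternatives fixed before the data were examined (pseudocount, expression filter, replicate block, scaling, count models, left-out libraries) was run. All alternatives given here were chosen after the table was seen. All 3 odds ratios kept their direction and their side of 0.05 under each of the following exclusions. The first left out named hairpins that share a mature name with another hairpin. Hairpins with no named arm all stayed in, so it selected on the outcome and does not show that shared names matter little. The second left out the miR-297, miR-466, miR-467 and miR-669 families by gene symbol, so the Gm25285 hairpin of miR-466c stayed in. The value for clustered hairpins moved from 2.38 to 1.52 and 1.67. That for hairpins inside a gene moved from 1.65 to 1.52 and 1.43, and that for number 1000 or above from 0.227 to 0.322 and 0.273. Dividing hairpins at number 500 or 2000 gave 0.197 and 0.204 in place of 0.227, and cluster distances of 5000 and 50000 bp gave 2.69 and 1.95. The value for hairpins inside a gene was 1.28 (95% interval 0.947 to 1.75, p = 0.10 in Fisher's exact test) when a gene on either strand counted, and the cause was not tested. Depth was set aside together with the value columns and was not worked out, so it is not said here which hairpins lacked a name for want of reads.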

Other observations

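The table named 39 arms of the miR-297, miR-466, miR-467 and miR-669 families. Of these, 33 matched hairpins of the large cluster inside the Polycomb gene Sfmbt2 on chromosome 2, which spanned 10466663 to 10518279 on GRCm38, 5 matched only hairpins elsewhere and 1, mmu-miR-466a-3p, matched no hairpin name in the annotation used. The Mir466 hairpin of that cluster carries no letter there and counts as not named, so the counts inside the cluster can be 1 too low. Hairpins were assigned to families by gene symbol. The Gm25285 hairpin of the cluster, matched to mmu-miR-466c-5p, is therefore counted below among the other hairpins of the chromosome, as named. Of the hairpins of these families on chromosome 2, 61 of 71 (85.9%) had a named arm, against 22 of 76 (28.9%) of the other hairpins of that chromosome. This comparison was chosen after the table was seen and has no test. Near-identical copies share mature names in these families, so 1 named miRNA can count for several hairpins, and the contribution of each copy is uncertain.

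The lower share of named hairpins among those numbered 1000 or above was weighed against 2 explanations, and the test of the second was chosen after its values were seen. If late hairpins were named less often only because fewer of them lie in clusters (42 of 656 against 290 of 528), the difference should be gone among single hairpins, but there the odds ratio was 0.285 (95% interval 0.205 to 0.395), which argues against clustering as the whole cause. Over all hairpins, those inside genes were named more often, so overlap with genes would need late hairpins to lie inside genes less often. Late hairpins lay inside genes more often, 496 of 656 against 332 of 528 (odds ratio 1.83, 95% interval 1.41 to 2.37). Whether hairpins inside genes were named more often among late hairpins alone was not worked out. The values speak against gene overlap only if they were. Lower expression of late entries in lymphocytes and annotation of late entries that are not true miRNAs both stay open and were not tested, since no expression value was used.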
